# Functional Link between miR-200a and ELK3 Regulates the Metastatic Nature of Breast Cancer

**DOI:** 10.3390/cancers12051225

**Published:** 2020-05-13

**Authors:** Hyung-Keun Kim, Joo Dong Park, Seung Hee Choi, Dong Jun Shin, Sohyun Hwang, Hae-Yun Jung, Kyung-Soon Park

**Keywords:** ELK3, miR-200a, 3’ untranslated region (UTR), post-transcriptional modification, cell migration and invasion, extravasation, breast cancer

## Abstract

Triple-negative breast cancer (TNBC) refers to breast cancer that does not have receptors for estrogen, progesterone, and HER2 protein. TNBC accounts for 10–20% of all cases of breast cancers and is characterized by its metastatic aggressiveness, poor prognosis, and limited treatment options. Here, we show that the metastatic nature of TNBC is critically regulated by a functional link between miR-200a and the transcription factor ELK3. We found that the expression levels of miR-200a and the *ELK3* mRNA were negatively correlated in the luminal and TNBC subtypes of breast cancer cells. In vitro experiments revealed that miR-200a directly targets the 3’ untranslated region (UTR) of the *ELK3* mRNA to destabilize the transcripts. Furthermore, ectopic expression of miR-200a impaired the migration and invasion of TNBC cells by reducing the expression level of the *ELK3* mRNA. In in vivo studies, transfection of MDA-MB 231 cells (a claudin-low TNBC cell type) with exogenous miR-200a reduced their extravasation into the lung during 48 h after tail vein injection, and co-transfection of the cells with an expression plasmid harboring ELK3 that lacked an intact 3’UTR recovered their extravasation ability. Overall, our findings provide evidences that miR-200a and *ELK3* is functionally linked to regulate invasive characteristics of breast cancers.

## 1. Introduction

Post-transcriptional modification of mRNAs is crucial for gene regulatory mechanisms and plays an important role in the control of carcinogenesis by regulating the expression of oncogenes and tumor suppressor genes [1]. The coding sequences of an mRNA is linked to the 5’ and 3’ untranslated regions (UTRs), which are often referred to as cis-acting elements to regulate gene expression at post-transcriptional stage [2]. After being regarded as accessory sequences for a long time, accumulating evidences show that UTRs control mRNA stability, localization, and translation efficiency [3]. Particularly, the sequences of 3’-UTR have been reported to play a pivotal role to control the stability of mRNA by being targeted by trans-acting factors including miRNAs [4]. MicroRNAs (miRNAs) are ~22 nucleotide-long RNA molecules that control gene expression by targeting 3’UTRs to destabilize mRNAs or inhibit their translation [5]. Dysregulation of gene expression by miRNAs can be caused various human diseases, including cancer [6], and miRNAs can act as tumor suppressors or promoters during carcinogenesis. The role of the miR-200 family (miR-200a, miR-200b, miR-200c, miR-141, and miR-429) in epithelial to mesenchymal transition (EMT) and metastasis formation in different tumor types has been studied extensively [7,8,9,10]. The miR-200 family suppresses the metastasis of cancers by targeting aberrantly expressed EMT-related transcription factors. Zinc finger E-box binding homeobox 1 (ZEB1) is the most well-characterized EMT regulator, and the miR-200 family/ZEB1 axis is recognized as a therapeutic target to prevent the progression and invasion of cancers [11,12]. However, the full range of cancer- and metastasis- related targets of miR-200a has not been identified and is likely to differ between different tumor types.

ELK3 is a ternary complex factor that belongs to the ETS family of transcription factors and binds to specific DNA regions at purine-rich GGA core sequences [13]. ELK3 normally functions as a transcriptional repressor but can be converted to a transcriptional activator by the Ras/ERK signaling pathway [14]. Recently, several reports have suggested that ELK3 functions as an oncogene to regulate EMT-mediated metastasis in various cancers, including liver and breast cancers [15,16,17]. In our previous studies, ELK3 expression was significantly correlated with cell migration and invasion in breast cancer [18], and ZEB1 regulated the transcriptional activity of ELK3 to repress E-cadherin expression in breast cancer cells [19]. In addition, ELK3 expression is suppressed by some miRNAs, such as miR-135a and miR-155–5p, to control cancer cell proliferation and angiogenesis [20,21]. However, the mechanisms underlying the regulation of ELK3 expression during breast cancer metastasis are still ambiguous.

We showed previously that the expression levels of the ELK3 mRNA and protein differ between subtypes of breast cancer; specifically, ELK3 expression is higher in the aggressive claudin-low type of triple-negative breast cancer (TNBC) than in the luminal type [18]. Here, as a follow-up study, we examined the molecular mechanisms underlying these differences and found that the expression level of the *ELK3* mRNA in breast cancer subtypes is mainly determined by miR-200a. Our findings indicate that miR-200a targets the 3’UTR of the *ELK3* mRNA directly to ensure post-transcriptional repression of the gene. Ectopic expression of miR-200a in TNBC cells in vitro inhibited cell migration and invasion via destabilization of the *ELK3* mRNA. Furthermore, transient expression of miR-200a in MDA-MB 231 cells inhibited their extravasation into the lung in mice injected via the tail vein, and co-transfection of the MDA-MB 231 cells with miR-200a and the *ELK3* mRNA lacking a miR-200a target site rescued their impaired extravasation ability. Overall, our findings reveal a novel functional link between miR-200a and ELK3 that critically impacts the tumor invasion phenotypes of breast cancers.

## 2. Results

### 2.1. Stability of the ELK3 mRNA Differs between Breast Cancer Subtypes

As reported previously [15], the *ELK3* mRNA was expressed at higher levels in MDA-MB 231 cells (claudin-low TNBC subtype) than in MCF7 cells (luminal breast subtype) (Figure 1A). To understand the mechanisms underlying the difference of *ELK3* mRNA level in breast cancer subtype, we first examined the methylation status of the *ELK3* gene [22]. Compared with those in MDA-MB 231 cells, the CpG islands in the first intron of the *ELK3* gene were more highly methylated in MCF7 cells (Figure 1B). However, the expression level of the *ELK3* mRNA was not changed significantly following demethylation of the gene by the treatment of 5’-azacytidine, which inhibits DNA methyltransferase activity (Figure 1C). Subsequently, we examined the stability of the *ELK3* mRNA in MDA-MB 231 and MCF7 cells using the transcription inhibitor actinomycin D. The stability of the *ELK3* mRNA was two-fold lower in MCF7 cells than in MDA-MB 231 cells at 480 min after actinomycin D treatment (Figure 1D), suggesting that the difference in *ELK3* mRNA expression between MDA-MB 231 and MCF7 cells results from the difference in *ELK3* mRNA stability.

### 2.2. 3’UTR Is Responsible for Destabilization of the ELK3 mRNA

The stability of mRNAs is controlled by elements in their 3’ UTRs [23]. To investigate the role of the 3’UTR in the stability of the *ELK3* mRNA, we generated a plasmid expressing exogenous *ELK3* lacking an intact 3’UTR, and examined the stabilities of the exogenous (exo-) and endogenous (endo-) *ELK3* mRNAs in transiently transfected MCF7 cells using specific primer sets. The expression level of the exo-form of the *ELK3* mRNA was stably maintained up to 8 h after actinomycin D treatment, whereas that of the endo-form was decreased by 50% at 2 h after actinomycin D treatment (Figure 2A). These results suggest that the 3’UTR of the *ELK3* mRNA is associated with its destabilization in MCF7 cells. To confirm this proposal, we generated a luciferase reporter plasmid containing the 3’UTR of *ELK3*, and examined the luciferase activity in transfected MDA-MB 231 and MCF7 cells. As expected, the luciferase activity was significantly higher in MDA-MD 231 cells than in MCF7 cells (Figure 2B).

### 2.3. miR-200a Promotes Destabilization of the ELK3 mRNA by Targeting Its 3’UTR

As well-known regulators of tumor suppressor genes and oncogenes, miRNAs can control the progression of various cancers by binding directly to 3’UTRs to regulate the level and stability of their target mRNAs [5]. Here, we used the TargetScan and starBase databases to identify miRNAs that regulate stability of the *ELK3* mRNA, and selected eight miRNAs (miR-93-5p, miR-106-5p, miR-141-3p, miR-200a-3p, miR-200b-3p, miR-200c-3p, miR-429, and miR-454-3p) with expression levels that were negatively associated with those of the *ELK3* gene (Supplementary Figure S1a). Subsequently, we co-transfected 293T cells with the eight miRNAs and a luciferase reporter plasmid containing the 3’UTR of *ELK3*. Seven of the miRNAs (miR-93-5p, miR-200a-3p, miR-200b-3p, miR-200c-3p, miR-429, and miR-454-3p) reduced the luciferase activity in the co-transfected cells (Supplementary Figure S1b). Next, we transfected MDA-MB 231 cells with the candidate miRNAs and found that only miR-200a suppressed the endogenous *ELK3* mRNA level significantly (Figure 3A), suggesting that miR-200a might be the main factor that determines the amount of *ELK3* mRNA in breast cancer cells. 

Subsequently, we examined the expression levels of miR-200a in breast cancer cell lines, and found that it was highly expressed in MCF7 cells but barely detectable in MDA-MB 231 cells (Figure 3B). Next, we determined whether miR-200a targets the 3’UTR of the *ELK3* mRNA directly to regulate the transcriptional activity of the gene. To this end, we generated a luciferase reporter plasmid containing the 3’UTR of the *ELK3* mRNA with mutated miR-200a target sequences, and examined the luciferase activity in MDA-MB 231 cells co-transfected with a miR-200a mimic and the wild-type or mutated *ELK3* 3’UTR reporter plasmid. As shown in Figure 3C, miR-200a reduced the luciferase activity in cells expressing the wild-type *ELK3* 3’UTR reporter plasmid significantly, but did not affect that in cells expressing the mutated 3’UTR reporter. These findings indicate that miR-200a negatively regulates the stability of the *ELK3* mRNA by targeting its 3’UTR directly.

### 2.4. miR-200a Expression Negatively Correlates with that of the ELK3 mRNA Level in Breast Cancer Cells

To extend our understanding of the negative association between miR-200a and ELK3 in breast cancer, we analyzed the expression patterns of miR-200a, and the *ELK3* mRNA in other breast cancer cells and human breast cancer patient samples. A bioinformatics analysis of ELK3 and miR200a data in a previous report [24] revealed high expression of *ELK3* and low expression of miR-200a in claudin low-type TNBC cells, including MDA-MB 231 and Hs578T cells. On the other hand, luminal-type breast cancer cells, including MCF7 cells, showed opposing patterns of *ELK3* and miR-200a expression (Figure 4A). Next, we used published data from The Cancer Genome Atlas (TCGA) to analyze breast cancer patient samples and found that miR-200a expression was negatively correlated with that of the *ELK3* mRNA in 747 breast cancer patient samples. This negative correlation was found in 415 luminal breast cancer-type samples and 118 TNBC-type samples (Figure 4B). These findings suggest that miR-200a is a negative regulator of the *ELK3* mRNA level in breast cancer.

### 2.5. miR-200a/ELK3 Axis Regulates Cell Invasion and Extravasation in Breast Cancer

Our previous studies demonstrated that *ELK3* plays an essential role in inducing the migration and metastasis of breast cancer cells such as MDA-MB 231 cells [15,18]. Therefore, we investigated whether the miR-200a/*ELK3* axis controls the metastasis of breast cancer cells in vitro. MDA-MB 231 cells were transfected with a miR-200a mimic to suppress the *ELK3* mRNA level. Ectopic expression of miR-200a inhibited the migration and invasion of MDA-MB 231, and co-transfection of miR-200a and expression plasmid encoding *ELK3* that lacked an intact endogenous 3’UTR (pcDNA3.1- Flag-*ELK3*) restored the phenotypes (Figure 5A). Consistent with the cell migration and invasion phenotype, the *ELK3* mRNA level and protein level was suppressed by transfection of MDA-MB 231 cells with a miR-200a mimic, and was recovered to that of the control group by co-transfection with pcDNA3.1-Flag-*ELK3* (Figure 5B,C). Similar to MDA-MB 231, the migration and invasion of Hs578T, another triple negative breast cancer cell line to express high level of ELK3, was affected by the expression of miR-200a and miR-200a/pcDNA3.1-Flag-*ELK3* (Supplementary Figure S2). 

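Gene expression in MDA-MB 231, a triple-negative breast cancer cell line, was profiled 48 h after transfection by QuantSeq 3′ mRNA sequencing, which reads each polyadenylated RNA close to its 3′ end. The 3 groups, with 2 replicate libraries each, received the negative control (NC) mimic, the miR-200a mimic (100 nM), or the miR-200a mimic (100 nM) together with the ELK3 expression plasmid (30 ng). The authors deposited the number of reads counted for each gene symbol in each library, without normalization. The paper's text does not name the aligner, the counting program or the genome build. Total counts were 4539903 and 3055915 in the NC mimic libraries, 4772472 and 4868004 in the miR-200a libraries, and 4229116 and 4349704 in the libraries labelled miR-200a plus ELK3. At these depths, 3 counts corresponded to between 0.616 and 0.982 CPM (counts scaled to a common library size), and smaller values were not detectable. This floor covers counting error alone. Counts of lines that share a gene symbol were summed, and the sums were scaled between libraries by edgeR's TMM method. Of 24462 symbols, 12650 had enough counts to be tested. The groups were compared by edgeR's quasi-likelihood test with all 6 libraries in a single model, so that they share an estimate of the spread between replicates, and p-values were adjusted by the Benjamini-Hochberg method. ELK3, the gene carried by the plasmid, was used to check the labels. It had 618 and 509 counts in the NC mimic libraries, 493 and 505 in the miR-200a libraries, and 406 and 337 in the libraries labelled miR-200a plus ELK3. The CPM of ELK3 was 152 ± 20.1 (SD, n = 2) with the NC mimic, 103 ± 0.382 (SD, n = 2) with miR-200a, and 87.7 ± 12.0 (SD, n = 2) in the libraries labelled miR-200a plus ELK3. ELK3 had a log2 fold change of -0.56 (standard error 0.15, adjusted p = 0.232) for miR-200a against the NC mimic. With only these 2 groups in the model, the adjusted p of this fall was 0.000233, and over the alternatives it ranged up to 0.449. In the libraries labelled miR-200a plus ELK3, its log2 fold change was -0.23 (standard error 0.16, adjusted p = 0.354) against miR-200a and -0.79 (standard error 0.16, adjusted p = 0.0117) against the NC mimic. With the replicate number as a block, the adjusted p of ELK3 for the last comparison was 0.0242. ELK3 was therefore not higher in the libraries that the labels assign to the plasmid, and these libraries are named by their label throughout. The plasmid holds the protein coding region of ELK3 without its 3′UTR, and how reads from its transcript were counted is not stated.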

To further examine the molecular mechanisms involved in the regulation of cell migration and invasion by the miR-200a/*ELK3* axis, we analyzed the gene expression profiles of miR-200a alone or miR-200a plus pcDNA3.1-Flag-*ELK3* compared with negative control in MDA-MB 231 cells. An analysis of differentially expressed genes (DEGs) showed that the negative control group and miR-200a plus *ELK3* group had similar genetic signatures compared with the miR-200a alone group (Figure 5D). 

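With all 6 libraries in a single model, 34 genes had an adjusted p under 0.05 between miR-200a and the NC mimic, 27 of them higher and 7 lower with miR-200a. At an unadjusted p under 0.05, this comparison gave 1169 genes. The libraries labelled miR-200a plus ELK3 differed from those with miR-200a in 1637 genes, with 889 higher and 748 lower. They differed from the NC mimic libraries in 1629 genes, with 876 higher and 753 lower. These numbers depended on the model, and with only the 2 compared groups in it, 999 genes had an adjusted p under 0.05 between miR-200a and the NC mimic, 579 between the libraries labelled miR-200a plus ELK3 and miR-200a, and 598 between the libraries labelled miR-200a plus ELK3 and the NC mimic. The order of the 3 comparisons thus changed with this choice. With limma on quantile-normalized log2(count + 1), the numbers were 0, 109 and 378, and the first comparison had 1181 genes at an unadjusted p under 0.05. With the replicate number as a block, the numbers were 13, 1157 and 1170 in the same order. Across genes, which are not independent replicates, the differences of same-numbered libraries from their group means had correlations of -0.003, -0.036 and -0.108 in the 3 comparisons. Because the last of these was the most negative, the block was also fitted with the numbers of the libraries labelled miR-200a plus ELK3 crossed, a choice made after seeing the data, and the numbers were 22, 1644 and 1661. The distance between libraries was measured as the root mean square (RMS) of the log2 CPM differences over all 12650 tested genes. Between the replicates of a group, it was 0.40 for the NC mimic, 0.34 for miR-200a and 0.56 for the libraries labelled miR-200a plus ELK3. This spread was unequal, so the estimate shared by all 6 libraries tends to be too large for miR-200a against the NC mimic. It tends to be too small for the 2 comparisons with the libraries labelled miR-200a plus ELK3. Between groups, the mean RMS difference was 0.45 (range 0.43 to 0.48, 4 pairs of libraries) for the NC mimic and miR-200a. It was 0.68 (range 0.60 to 0.77) for the NC mimic and the libraries labelled miR-200a plus ELK3, and 0.65 (range 0.58 to 0.72) for the latter and miR-200a. Hierarchical clustering on all tested genes placed the NC mimic and miR-200a libraries together and the libraries labelled miR-200a plus ELK3 apart. Over the 156 genes that passed the paper's criteria in both of the comparisons it draws in Fig. 5D and changed in opposite directions, the mean RMS difference was 1.16 between the NC mimic and miR-200a, 1.22 between miR-200a and the libraries labelled miR-200a plus ELK3, and 0.61 (range 0.56 to 0.63) between the latter and the NC mimic. On these genes the NC mimic libraries clustered with those labelled miR-200a plus ELK3, an order that selecting genes with opposite changes gives in advance.

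**Figure D1:**
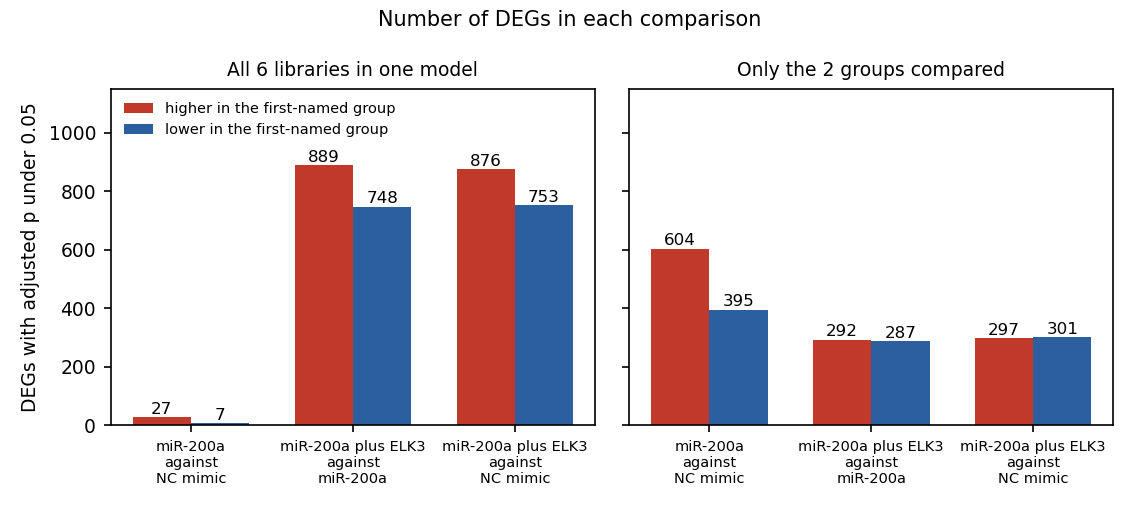
Number of genes (vertical axis) with an adjusted p under 0.05 from edgeR in each comparison, higher (red) or lower (blue) in the first-named group. With all 6 libraries in a single model (left), miR-200a against the NC mimic gave 27 higher and 7 lower genes, and with only the 2 compared groups in the model (right) it gave 604 and 395.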

Gene Ontology (GO) analysis reveals that 99 DEGs were significantly enriched in membrane and extracellular-related components, and cell migration-related pathways (Figure 5E). 

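GO terms are not used here, and a list of gene families named by symbol and fixed before the data were examined stood in for them. The list covers families of adhesion molecules, extracellular matrix proteins, their proteases, cytokines and growth factors, but not every gene of these kinds. Of the contra-regulated genes in these data, 9 (5.8%) belonged to these families, against 218 (1.8%) of the 12322 genes abundant enough to pass in both comparisons (odds ratio 3.50, p = 0.00182, two-sided Fisher's exact test). Of the 9 genes that were contra-regulated at an adjusted p under 0.05, only 1, ITGB4, belonged to these families. The odds ratio was then 6.96 (p = 0.148, two-sided Fisher's exact test). Among all contra-regulated genes, the members were ADAM12, ADAM19, ADAMTS15, CLDN12, IL17RE, ITGB4, NOV, TGFBR3 and TNS1. Each of these was higher with miR-200a than with the NC mimic. Genes of these kinds that the list does not hold, such as CX3CL1, PLAU, F11R and NRG1, were also contra-regulated. Of these, NRG1 was lower with miR-200a, with a log2 fold change of -1.27. TNS1 lies on chromosome 2 (217799588 to 218033982, GRCh38, GENCODE release 29) and had 14 and 8 counts with the NC mimic, 33 and 30 with miR-200a, and 6 and 12 in the libraries labelled miR-200a plus ELK3. Its log2 fold change was 1.15 (standard error 0.43, adjusted p = 0.440) for miR-200a against the NC mimic and -1.60 (standard error 0.44, adjusted p = 0.0403) for the libraries labelled miR-200a plus ELK3 against miR-200a. With the replicate block, the adjusted p of the second value was 0.0624. TNS1 was not contra-regulated with DESeq2, with at least 10 counts in each library, with the adjusted p or with a per-gene linear model without moderation. The contra-regulated genes whose larger p of the 2 comparisons was smallest were SPINT2, MPZL2, SRM, PTK2B and PRSS22. The CPM of SPINT2 was 14.7 ± 2.79 (SD, n = 2) with the NC mimic, 66.9 ± 1.00 (SD, n = 2) with miR-200a and 21.3 ± 7.79 (SD, n = 2) in the libraries labelled miR-200a plus ELK3. SPINT2 overlaps PPP1R14A in the annotation, so its counts could include reads from that gene. MPZL2 had a log2 fold change of 2.15 (standard error 0.16, adjusted p = 0.000582) in the first comparison and -0.94 (standard error 0.15, adjusted p = 0.00499) in the second. SRM changed in the opposite order, with a log2 fold change of -0.89 (standard error 0.14, adjusted p = 0.0397) and then 1.14 (standard error 0.14, adjusted p = 0.00236). With the replicate block, the adjusted p of SRM in the first comparison was 0.0834.

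**Figure D2:**
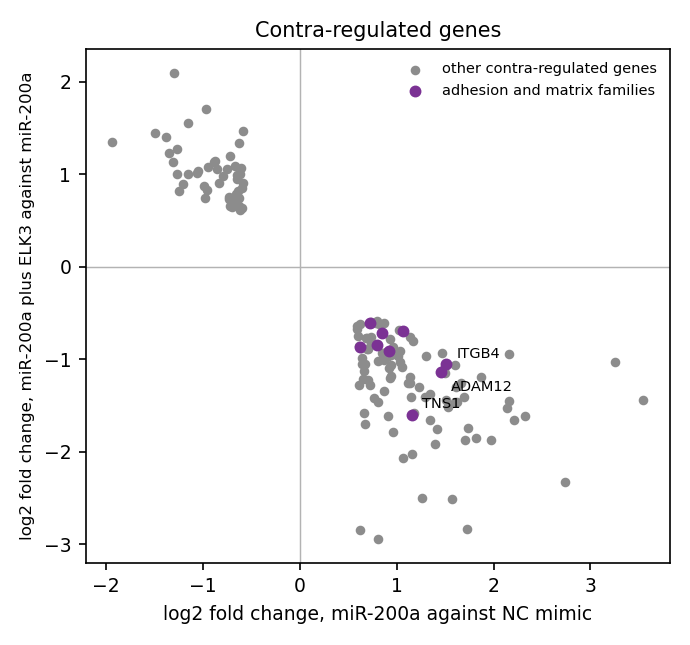
Log2 fold change of each contra-regulated gene for miR-200a against the NC mimic (horizontal axis) and for the libraries labelled miR-200a plus ELK3 against miR-200a (vertical axis). Purple points are the 9 members of the adhesion and matrix families, with ITGB4, ADAM12 and TNS1 named, and gray points are the other contra-regulated genes.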

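The counts of CDH1, the gene of E-cadherin, and of LCN2, ELF3, F11R, GSN, PLCD1, WISP1 and TNS1 were compared between the groups. CDH1 lies on chromosome 16 (68737225 to 68835548). It had 1 and 0 counts in the NC mimic libraries, 11 and 12 in the miR-200a libraries, and 3 and 3 in the libraries labelled miR-200a plus ELK3. CDH1 was thus at least 2.42-fold higher with miR-200a than with the NC mimic (adjusted p = 0.152). Measured against the floor, it was 3.33-fold lower in the libraries labelled miR-200a plus ELK3 than with miR-200a. The edgeR estimate of this fall was 3.25-fold (adjusted p = 0.108). These libraries stood at exactly 3 counts, so 3.33 is an estimate and not a lower bound. No fold change is given between the libraries labelled miR-200a plus ELK3 and the NC mimic, because CDH1 was at or below 3 counts in all of them. WISP1 had 8 and 10 counts with miR-200a and 0 in the libraries of both other groups, and it had too few counts to be tested. It was at least 1.89-fold higher with miR-200a than with the NC mimic, and at least 2.60-fold lower in the libraries labelled miR-200a plus ELK3 than with miR-200a. LCN2 had a log2 fold change of 3.26 (standard error 0.25, adjusted p = 0.000582) for miR-200a against the NC mimic and -1.03 (standard error 0.20, adjusted p = 0.0126) for the libraries labelled miR-200a plus ELK3 against miR-200a. It remained above the NC mimic in the latter libraries, with a log2 fold change of 2.22 (standard error 0.26, adjusted p = 0.00115). ELF3 changed by 1.49 (standard error 0.26, adjusted p = 0.0557) and then by -1.11 (standard error 0.25, adjusted p = 0.0190) on the log2 scale. F11R changed by 0.71 (standard error 0.16, adjusted p = 0.134) and then by -1.22 (standard error 0.17, adjusted p = 0.00323). GSN changed by 0.57 (standard error 0.19, adjusted p = 0.356) and then by -1.26 (standard error 0.19, adjusted p = 0.00469), and PLCD1 by 0.86 (standard error 0.40, adjusted p = 0.552) and then by -2.0 (standard error 0.45, adjusted p = 0.0193). With only the 2 compared groups in the model, the adjusted p for miR-200a against the NC mimic was 5.17e-05 for ELF3, 0.000276 for F11R, 0.00059 for GSN and 0.239 for PLCD1. GSN overlaps GSN-AS1 and RAB14, so reads of these neighbors could be among its counts. Of these 8 genes, LCN2, ELF3, F11R and TNS1 were contra-regulated under the paper's criteria. GSN fell just short of the required fold change in the first comparison, PLCD1 had an unadjusted p above 0.05 in the first, CDH1 was below the abundance limit in both, with a mean log2 normalized count of 1.98 and 2.75, and WISP1 was not tested.

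**Figure D3:**
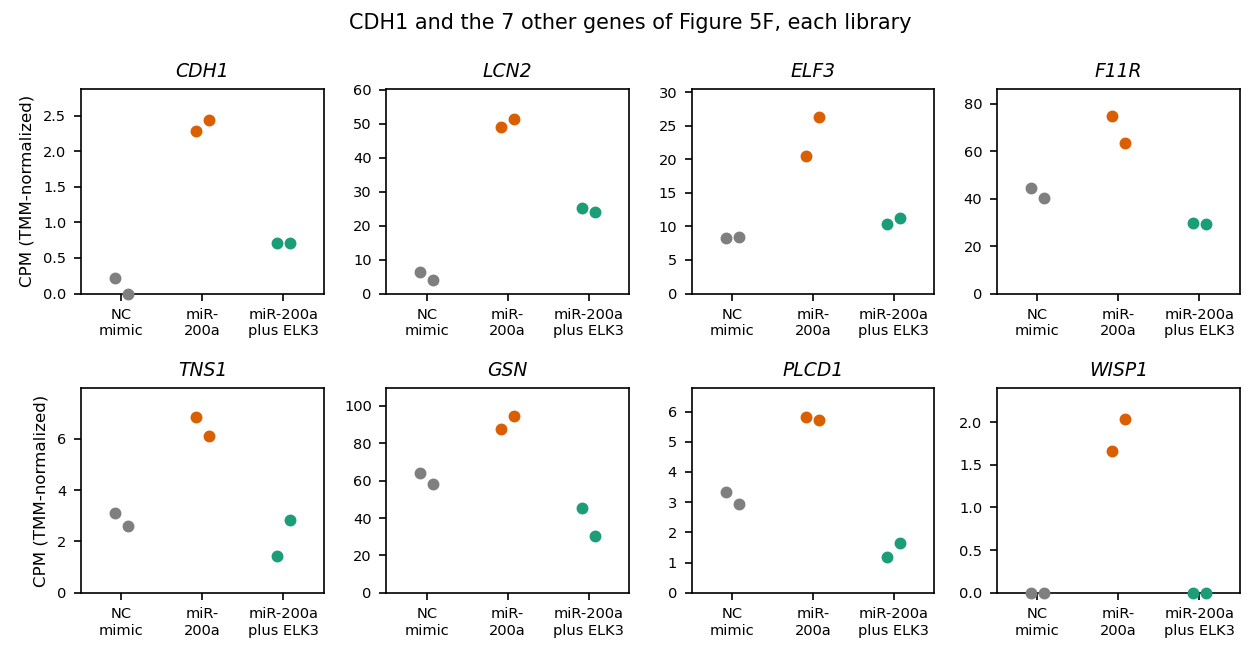
TMM-normalized CPM (vertical axis) of each gene in each library, a point per library, for the NC mimic (gray), miR-200a (orange) and the libraries labelled miR-200a plus ELK3 (green). In all 8 panels both miR-200a libraries lie above those of the other 2 groups, and for CDH1 and WISP1 the highest values rest on 12 and 10 counts.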

Notably, STRING analysis reveals that CDH1 is a hub of 99 DEGs (Figure 5F). Combining with a previous study that ELK3 directly represses *CDH1* expression in MDA-MB 231 [19], this result indicates that CDH1 might be the main target of miR-200a/*ELK3* axis to regulate migration and invasion of cancer cells. 

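CDH1 met the paper's criteria as a contra-regulated gene under 2 of the 12 alternative settings, those that required the abundance in either group or had no abundance threshold. With the replicate block, its adjusted p was 0.254 for miR-200a against the NC mimic and 0.151 for the libraries labelled miR-200a plus ELK3 against miR-200a. Over the alternatives with a test, the adjusted p ranged from 0.0189, with only the 2 compared groups in the model, to 0.627 in the first comparison and from 0.0976 to 0.408 in the second. The 3′UTR of CDH1 in the annotation (2049 nt) holds 0 matches to the sequence that pairs with the miR-200a seed. From the place of CDH1 as a hub of the STRING network, and an earlier report of its repression by ELK3, the paper proposes that CDH1 might be the main target through which miR-200a and ELK3 act on migration and invasion.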

To validate the speculation, we performed qRT-PCR analysis of 8 genes including *CDH1* (data not shown). Along with *CDH1*, *Lama5* (*Lamininα5*) and *TNS1* (*Tensin1*), which encode extracellular proteins, was confirmed to be regulated by miR-200a/*ELK3* axis (Figure 5G). 

Next, we determined whether the miR-200a/*ELK3* axis regulates breast cancer metastasis in vivo. To this end, we performed an extravasation analysis of mice that were injected via the tail vein with control MDA-MB 231 GFP-luciferase cells, or those expressing miR-200a alone or miR-200a plus pcDNA3.1-Flag-*ELK3*. An examination of tumor cell extravasation 48 h after the tail vein injection revealed that cancer cells were detected in the lungs of the control group and miR-200a plus *ELK3* group (Figure 6A,B). By contrast, the number of extravasated cells in the lung was significantly lower in the group injected with MDA-MB 231 GFP-luciferase cells expressing miR-200a alone (Figure 6A,B). Overall, our findings suggest that the miR-200a/*ELK3* axis regulates the metastatic characteristics of TNBC cells both in vitro and in vivo.

## 3. Discussion

ELK3 expression is associated with malignancy of various cancers including TNBC, and is expected to be a putative molecular target to prevent cancer progression [16,19,25,26]. However, the molecular mechanisms involved in the regulation of *ELK3* mRNA expression during breast cancer metastasis are still unclear. Here, we report that miR-200a is a major determinant of the *ELK3* mRNA level in different breast cancer subtypes, and that the miR-200a/*ELK3* axis is functionally linked to the metastatic characteristics of TNBC cells. An in silico analysis of human breast cancer patient samples and breast cancer cells revealed a negative relationship between miR-200a and *ELK3* expression. Consistently, in vitro and in vivo analyses demonstrated that miR-200a targets the 3’UTR of the *ELK3* mRNA directly. Furthermore, we found that ectopic expression of miR-200a blocked the *ELK3*-mediated invasion and extravasation of TNBC cells. 

DNA methylation is a mechanism involved in the regulation of gene expression [27]. Cancer cells are characterized by dysregulated DNA methylation profiles with mutations or abnormal expression of epigenetic regulators, such as Ten-eleven translocation (TET) proteins, and major epigenetic changes caused by those proteins play a critical role to control transcriptional activity of oncogenes as well as tumor suppressor genes [28]. 

Although we found that CpG islands located in the first intron of the *ELK3* gene were more highly methylated in MCF7 cells than in MDA-MB 231 cells, the *ELK3* mRNA level in MCF7 cells was not increased by treatment with 5’-azacytidine at a concentration known to induce the transcription of other methylated genes, such as *BRF2* [29]. One possible explanation for this finding is that the transcriptional activator of *ELK3* is limited in MCF7 cells. Recently, ZEB1 has been reported as a transcriptional activator of *ELK3* [19]. Therefore, the lack of effect of 5’-azacytidine on *ELK3* mRNA levels might be attributed to low expression of ZEB1 in MCF7 cells. 

Our results suggest that, in the luminal and TNBC subtypes of breast cancer, the *ELK3* mRNA level is mainly regulated at the post-transcriptional stage by miRNAs, rather than by DNA methylation. Specifically, our data revealed that miR-200a is a major post-transcriptional regulator of *ELK3* that determines its expression pattern in breast cancer cells. 

Based on the role of miR-200a to target EMT-related transcription factors, miR-200a has been recognized as a therapeutic target to prevent cancer progression [7,8,9,10,11,12]. Recently, it is reported that ZEB1, a representative target of miR-200a, collaborates with ELK3 to repress the *Cdh1* expression in TNBC cells [19]. Considering that ELK3 functions as a master regulator to orchestrate invasion and metastasis of breast cancers [15,18], our data that miR-200a regulates *ELK3* expression by targeting to 3’-UTR of *ELK3* mRNA is expected to expand our understanding about cancer progression mechanism of different breast cancer subtypes.

It is well-known that *ZEB1* and miR-200a forms feedback loop, and the miR-200a/*ZEB1* axis has been recognized as a determinant of cellular plasticity during cancer progression [30,31,32,33]. Our data also showed that *ZEB1* mRNA level was decreased after miR-200a transfection, however, introduction of *ELK3* did not rescue the decreased expression of *ZEB1* mRNA level in miR-200a transfected cells (Supplementary Figure S3), suggesting that ELK3 does not function as a transcriptional activator of *ZEB1*. Interestingly, we found that miR-200a/*ELK3* axis regulates the expression of *Lama5* (*Lamininα5*) and *TNS1* (*Tensin1*), which encode extracellular proteins [34]. This founding provides the possibility that miR-200a negatively regulates ELK3-mediated cell migration and invasion through extracellular matrix remodeling. Our finding is consistent with previous reports that one of major function of microRNAs (miRNAs) is to regulate extracellular matrix-related gene to control cancer invasiveness [35,36]. Notably, in our current study, the phenotypes impaired by overexpression of miR-200a were rescued by co-expression of exogenous *ELK3* transcripts. These results support the concept that *ELK3* is able to regulate the metastatic characteristics of TNBC cells independent of *ZEB1*, at least in the MDA-MB 231 and Hs578T cell lines. 

The biological role of miR-200a in metastasis is still controversial and appears to depend on its specific target genes. One report showed that miR-200a promotes breast cancer metastasis by targeting *YAP1* [37]. In another study, extracellular vesicles, including miR-200, increased breast cancer metastasis [38]. On the other hand, several groups have found that miR-200a suppresses the expression of genes related to EMT, resulting in the inhibition of cancer metastasis [39,40]. For example, miR-200a inhibits cell migration and invasion by targeting different genes, such as GAB1 and EPHA2 [41,42]. Based on our in vitro and in vivo data, we propose that *ELK3* is a novel target of miR-200a. We suggest that miR-200a functions as a suppressor of metastatic characteristics by targeting *ELK3* in breast cancers, and that the miR-200a/*ELK3* axis determines the fate of breast cancer cells whether they are undergoing cell migration, invasion, or metastasis. To our knowledge, this report is the first to demonstrate that miR-200a and *ELK3* are functionally linked to regulate the metastatic nature of breast cancer.

## 4. Materials and Methods 

### 4.1. Cell Culture and Transfection

The human breast cancer cell lines MCF7 and MDA-MB 231 and the human kidney cell line HEK293T were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and were cultured in Dulbecco’s modified Eagle’s medium (Gibco, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin-streptomycin (Gibco). The human breast cancer cell line Hs578T was cultured in Dulbecco’s modified Eagle’s medium (Gibco) supplemented with 10% fetal bovine serum (Gibco), 0.01 mg/ml insulin (Sigma, St. Louis, MO, USA), and 1% penicillin-streptomycin (Gibco). All cell lines were incubated at 37 °C and 5% CO_2_. Target cells were transfected with miR-200a (100 nM) and pcDNA3.1-Flag-*ELK3* (30 ng) using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA). 

### 4.2. Plasmids and miR-200a 

All plasmids, including pcDNA3.1-Flag-*ELK3* [17], were generated from cDNA by PCR. The protein coding region of *ELK3* was ligated into the pcDNA3.1 vector (Invitrogen). The 5’UTR and 3’UTR of the *ELK3* mRNA were obtained from the NCBI platform (NM_005230.4). For the luciferase assay, pGL3/*ELK3*–3’UTR and pGL3/*ELK3*–3’UTR mutant DNA constructs were generated by PCR. The mutant plasmid was constructed using a site-directed mutagenesis kit (Agilent, Santa Clara, CA, USA). All primers are shown in Table 1. The miR-200a mimic and the non-specific control miRNA mimic were synthesized by Genolution Inc. (Songpa, Seoul, South Korea). 

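The miR-200a mimic has 22 nt, UAACACUGUCUGGUAACGAUGU, and its bases 2 to 8 pair with the sequence CAGTGTT in a target. ELK3 lies on chromosome 12 of GRCh38 from 96194382 to 96269835 (GENCODE release 29), and its 3′UTR of 2655 nt spans 96267181 to 96269835 in exon 5. The 3′UTR holds 1 such site, at 96269668 to 96269674, which is 2488 to 2494 nt from the start of the 3′UTR and 161 nt before the end of the transcript. An A follows the site, which makes it an 8mer match (CAGTGTTA), and the reference sequence around it is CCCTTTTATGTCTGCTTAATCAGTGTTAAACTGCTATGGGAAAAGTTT. The rest of the transcript holds 0 matches, and the 3′UTR holds 0 matches to the site of miR-200b (CAGTATT). The primer pair named ELK3 in Table 1 lies at positions 1205 and 1359 of the 4205 nt transcript, upstream of the 3′UTR, and the pair that Table 1 lists for the endogenous form with the 3′UTR was not placed. Reads of the QuantSeq assay come from the end of the transcript that holds the site, and the ELK3 plasmid, made from the protein coding region, does not contain it.

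**Figure D4:**
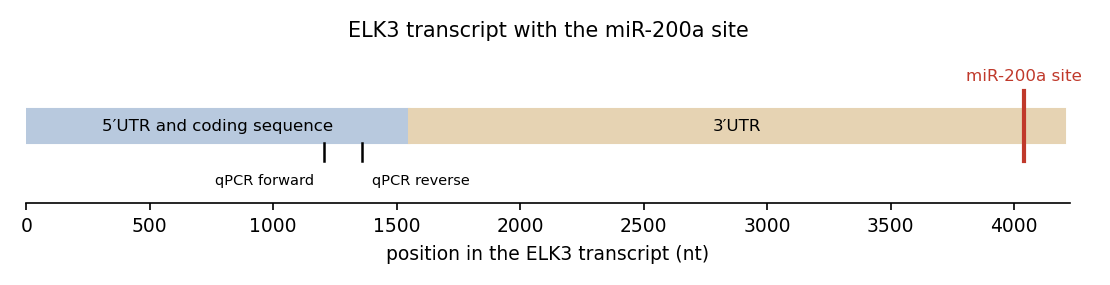
Map of the ELK3 transcript in nt from its start (horizontal axis), with the miR-200a site in red and the positions of the qPCR primer pair named ELK3 in Table 1 as black marks. This pair lies in the part before the 3′UTR and the site lies 161 nt before the end.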

The sense and antisense target sequences of miR-200a are 5’-UAA CAC UGU CUG GUA ACG AUG U-3’ and 5’-ACA UCG UUA CCA GAC AGU GUU A-3’, respectively. 

### 4.3. Quantitative RT-PCR

Total RNA was extracted from breast cancer cell lines using TRIzol (Invitrogen), according to the manufacturer’s protocol, and cDNA was synthesized from 1 μg of each total RNA using the LeGene Premium Express First-Strand cDNA Synthesis System (Legene Biosciences, San Diego, CA, USA). To quantify mRNA expression, *GAPDH* was used for normalization of RT-PCR and real-time quantitative PCR data. Real-time quantitative PCR was performed using TOPreal^TM^ qPCR 2X PreMIX (Enzynomics, Daejeon, Chungnam, South Korea) and the CFX Connect Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). The HB miR Multi Assay Kit was used to detect miRNAs (HeimBiotek, Pangyo, Gyeonggi, South Korea). The levels of miR-200a in MDA-MB 231 and MCF-7 samples were normalized to those of RNU6B. 

### 4.4. Luciferase Reporter Assays

For luciferase assays, cells were transfected with the pRL-TK vector and pGL3-promoter vectors containing the 3’UTR of *ELK3* (Promega, Madison, WI, USA). At 48 h post-transfection, luciferase activity was measured using the Dual-Luciferase Reporter Assay Kit (Promega), according to the manufacturer’s protocol. The level of firefly luciferase was normalized to that of Renilla luciferase. 

### 4.5. Bisulfite Sequencing

Genomic DNA was extracted using a genomic DNA extraction kit (Bioneer, Daejeon, Chungnam, South Korea) and modified with sodium bisulfite using the Imprint DNA Modification Kit (Sigma). The modified DNA was amplified by primers spanning the +814 to +1041 region of *ELK3*. The PCR product was purified with a PCR purification kit (Bioneer) and cloned into a T&A cloning vector (RBC Bioscience, New Taipei City, Taiwan). Each clone was selected by ampicillin and extracted using the Nano-Plus Plasmid Mini Extraction kit (Bioneer). Five positive clones were sequenced, and the numbers of total and methylated CpG dinucleotides were determined.

### 4.6. Prediction of Candidate miRNAs

To predict miRNAs targeting the *ELK3* mRNA, we first performed computational screening using TargetScan v7.2 (http://www.targetscan.org/vert_72/). Correlations between the expression levels of candidate miRNAs and those of *ELK3* were analyzed in invasive breast cancer patient data from starBase v3.0 (http://starbase.sysu.edu.cn/index.php). In addition, we also used breast cancer expression data from GEO DataSet GSE41313. Statistical analysis was performed using GraphPad Prism 5 (GraphPad Prism, La Jolla, CA, USA). 

### 4.7. Cell Migration and Invasion Assay 

For the migration assay, cells were plated onto the inserts of Transwell plates (Corning Inc., Corning, NY, USA) and maintained in serum-free media. The bottom chamber contained medium supplemented with 10% fetal bovine serum as a chemoattractant. After incubation for 18 h, the cells were fixed with 4% paraformaldehyde (Elbio, Pangyo, Gyeonggi, South Korea), and the Transwell inserts were stained with crystal violet (Sigma). For the invasion assay, the Transwell inserts were coated with Matrigel (Corning Inc.) and then treated as described for the migration assay. After 24 h, invasive cells were analyzed by crystal violet staining. 

### 4.8. Mouse Lung Extravasation Assays

Female athymic nude mice were purchased from Koatech (Pyeongtaek, Gyeonggi, South Korea). MDA-MB 231 GFP-luciferase cells (1 × 10^6^ cells per mouse) were injected into the tail vein of mice (*n* = 7 per group). After 48 h, the lungs were harvested and the GFP signal was analyzed using a fluorescence-labeled organism bioimaging instrument (FOBI) system (Neo-Science, Suwon, Gyeonggi, South Korea). Lung tissues were embedded with OCT compound (Corning Inc., Corning NY, USA) for frozen sectioning. To analyze the extravasation of tumor cells, GFP-positive cells were counted under a fluorescence microscope (ZEISS, Oberkochen, Germany). All animal care and experiments were performed under approved animal protocol by Institutional Committee for Use and Care of Laboratory Animals of laboratory animal research center in CHA University (IACUC-200011). 

### 4.9. RNA-Seq Analysis

For gene expression profiling, libraries were prepared using the QuantSeq 3’mRNA-Seq kit (Ebiogen, Seoul, South Korea). Sequencing libraries were generated replicate in regions close to the 3’ end of polyadenylated RNAs. Gene expression patterns were analyzed using ExDEGA software (Excel Based Differentially Expressed Gene Analysis, Ebiogen). Using this approach, we selected 1539 genes with *p* < 0.05, fold-change > 1.5, and normalized data > 3. The RNA-seq data reported in this article has been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number: GSE148562. Differentially expressed genes were used to generate heat maps using the MeV 4.9 software package with the hierarchical clustering method. For biological function analysis, gene ontology (GO) analysis including cellular component (CC) and biological function (BP) were performed using the Database for Annotation, Visualization, and Integrated Discovery Version 6.9 (DAVID; https://david.ncifcrf.gov/; accessed on March 28, 2020) [43]. To analysis the network between proteins, STRING ver.11 was used [44]. 

### 4.10. Genomic Analyses of Human Breast Cancer Patient Samples and Breast Cancer Cells

To analyze the expression patterns of miR-200a and the *ELK3* mRNA in human breast cancer patient samples, we downloaded RNA-seq data from TCGA using the UCSC Xena tool (http://xena.ucsc.edu/). All miRNA expression data used were log2 (total_RPM+1)-transformed and all RNA-seq data used were log2(x+1)-transformed RSEM-normalized counts. The breast cancer subtype was categorized based on the receptor status using the phenotype data from TCGA. Overall, after removing patients without miRNA expression information, data were obtained for 747 patients. Correlations between the expression levels of miR-200a and the *ELK3* gene in patients were analyzed using Spearman’s linear correlation. In breast cancer cells, the expression levels of *ELK3* and miR-200a were classified as low or high according to the median expression, as described in a previous report [24].

### 4.11. Western Blot Analysis

Cells were washed with phosphate-buffered saline (PBS, Gibco BRL, Waltham, MA, USA) and lysed in cell lysis buffer (Cell Signaling Technology, Danvers, MA, USA). Total cell extracts were resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), transferred to polyvinylidene fluoride membranes (PVDF, Bio-Rad, Hercules, CA, USA), and blotted with antibodies against ELK3 (NBP2-01264, Novus, Littleton, CO, USA) and GAPDH (sc-166574, Santa Cruz Biotechnology, CA, USA). Immunoreactivity was detected with enhanced chemiluminescence (ECL, Thermo Fisher Scientific, Rochester, NY, USA).

### 4.12. Statistical Analysis

Statistical analysis was performed using GraphPad Prism software. *p*-values were determined using Student’s *t*-tests. Error bars represent the standard error of the mean (S.E.M.). Statistical significance was considered as *p* < 0.05. All data used in statistical analyses originated from at least three independent experiments.

## 5. Conclusions

We found that miR-200a determines the expression level of ELK3 in breast cancer subtypes by directly targeting the 3’UTR of *ELK3* mRNA. In vitro and in vivo experiments suggest that miR-200a and ELK3 expression is functionally linked to the metastatic characteristics of aggressive triple-negative breast cancer cells. To the best of our knowledge, the results demonstrate that miR-200a is implicated in the regulation of the oncogenic activity of ELK3 in breast cancers.

## Figures and Tables

**Figure 1:**
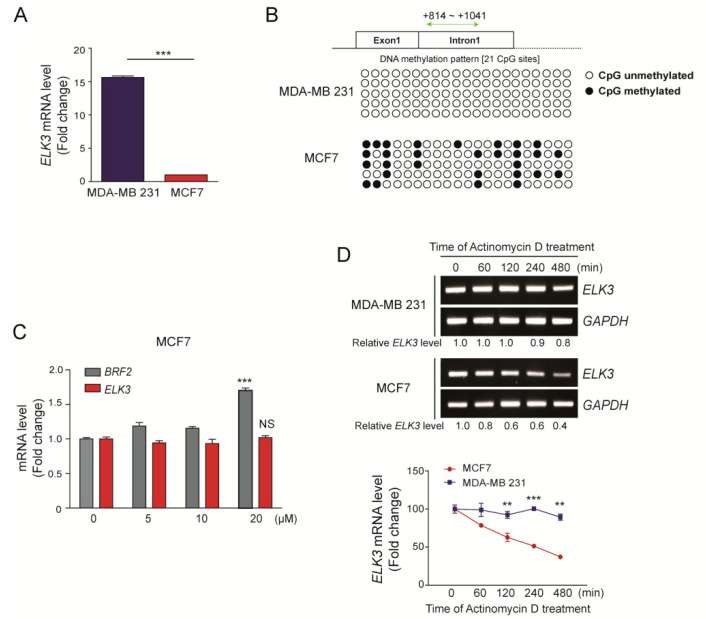
Differences between the expression levels of the *ELK3* mRNA in MDA-MB 231 and MCF7 cells are independent of genomic DNA methylation. (**A**) A quantitative analysis of the *ELK3* mRNA level in MDA-MB 231 and MCF7 cells. Error bars represent the S.E.M.; *** *p* < 0.001 (Student’s *t*-test). (**B**) Methylation pattern of the first intron region of the *ELK3* gene in MDA-MB 231 and MCF7 cells. Methylation of 21 CpG islands in the first intron of *ELK3* (+814 ~ +1041) was analyzed by bisulfite sequencing. White circles indicate unmethylated CpG sites, and black circles indicate methylated CpG sites. (**C**) Effect of 5’-azacytidine treatment of MCF7 cells on expression of the *ELK3* mRNA. MCF7 cells were treated with 5’-azacytidine for 72 h, and *ELK3* expression was analyzed by qRT-PCR. Expression of the *BRF2* gene was analyzed as a positive control for the effect of 5’-azacytidine. Error bars represent the S.E.M.; *** *p* < 0.001 (Student’s *t*-test). (**D**) MDA-MB 231 and MCF7 cells were treated with actinomycin D (2.5 μg/ml) for the indicated times, and the *ELK3* mRNA level was analyzed by RT-PCR and qRT-PCR. The graph represents the *ELK3* mRNA level relative to GAPDH. Error bars represent the S.E.M.; ** *p* < 0.01 and *** *p* < 0.001 (Student’s *t*-test).

**Figure 2:**
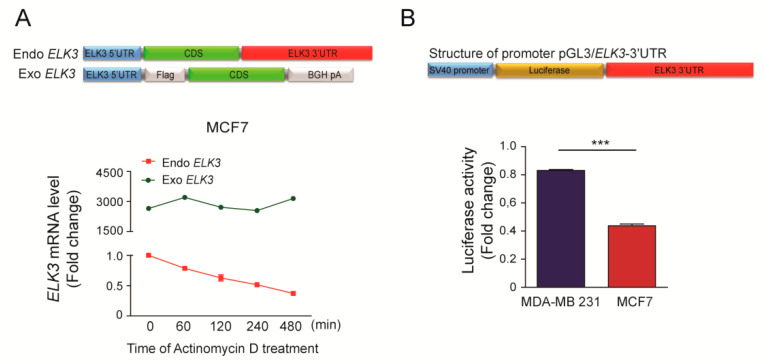
3’UTR determines the stability of the *ELK3* mRNA. (**A**) Stabilities of the endogenous *ELK3* mRNA and an exogenous form lacking the 3’UTR in MCF7 cells. The cells were transfected with the exo-form of ELK3 and treated with actinomycin D (2.5 μg/ml) for the indicated times. The levels of the exo- and endo-forms of the *ELK3* mRNA were analyzed by qRT-PCR. The endo-form was detected with primers targeting the 3’UTR, and the exo-form was detected with primers targeting the region spanning the Flag tag to the coding sequence of *ELK3*. (**B**) The luciferase activity in MDA-MB 231 and MCF7 cells transfected with a luciferase reporter plasmid harboring the 3’UTR of *ELK3*. Error bars represent the S.E.M.; *** *p* < 0.001 (Student’s *t*-test).

**Figure 3:**
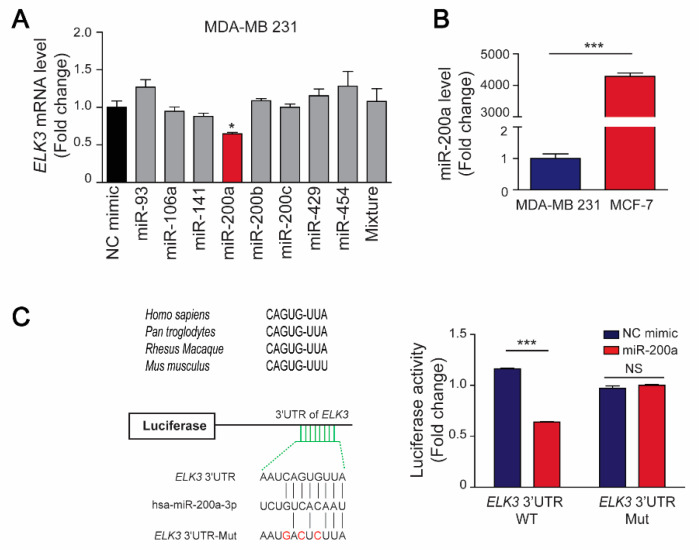
MiR-200a targets the 3’UTR of the *ELK3* mRNA in breast cancer cells. (**A**) The indicated miRNAs (100 nM) were transfected into MDA-MB 231 cells for 48 h, and the *ELK3* mRNA level was analyzed by qRT-PCR. Error bars represent the S.E.M.; * *p* < 0.05 (Student’s *t*-test). (**B**) Quantitative analyses of miR-200a expression in MCF7 and MDA-MB 231 cells. Error bars represent the S.E.M.; *** *p* < 0.001 (Student’s *t*-test). (**C**) Regulation of the luciferase activity of a reporter plasmid containing the wild-type or mutated 3’UTR of the *ELK3* mRNA by miR-200a. *ELK3* 3’UTR Mut indicates mutation of the miR-200a target sequences. Luciferase activity was measured after co-transfection of MDA-MB 231 cells with a miR-200a mimic and the indicated luciferase reporter plasmids for 48 h. Error bars represent the S.E.M.; *** *p* < 0.001 (Student’s *t*-test).

**Figure 4:**
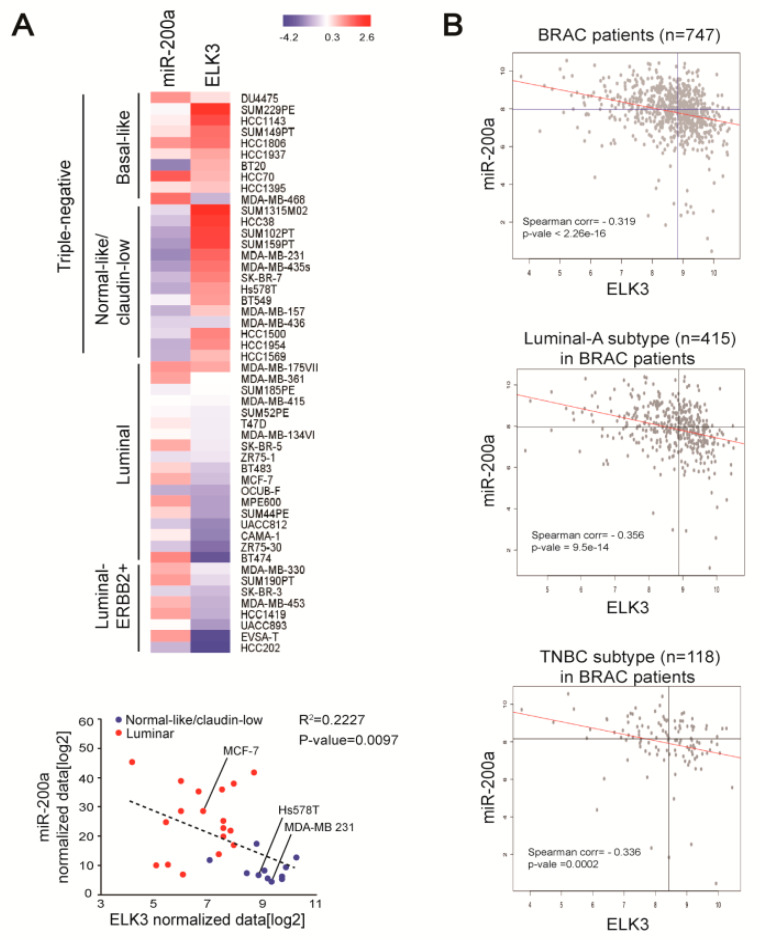
Expression levels of miR-200a and *ELK3* mRNA are negatively correlated in breast cancer cells and patient samples. (**A**) Heat map of miR-200a and *ELK3* mRNA expression in breast cancer cell lines. The blue dots indicate the normal-like/claudin-low breast cancer subtype and the red dots indicate the luminal breast cancer subtype. (**B**) Correlation between miR-200a and *ELK3* mRNA expression in breast cancer patients (*n* = 747). Luminal-A subtype (*n* = 415) and TNBC subtype (*n* = 118) samples were selected based on the receptor expression phenotype. All data were downloaded from the TCGA database.

**Figure 5:**
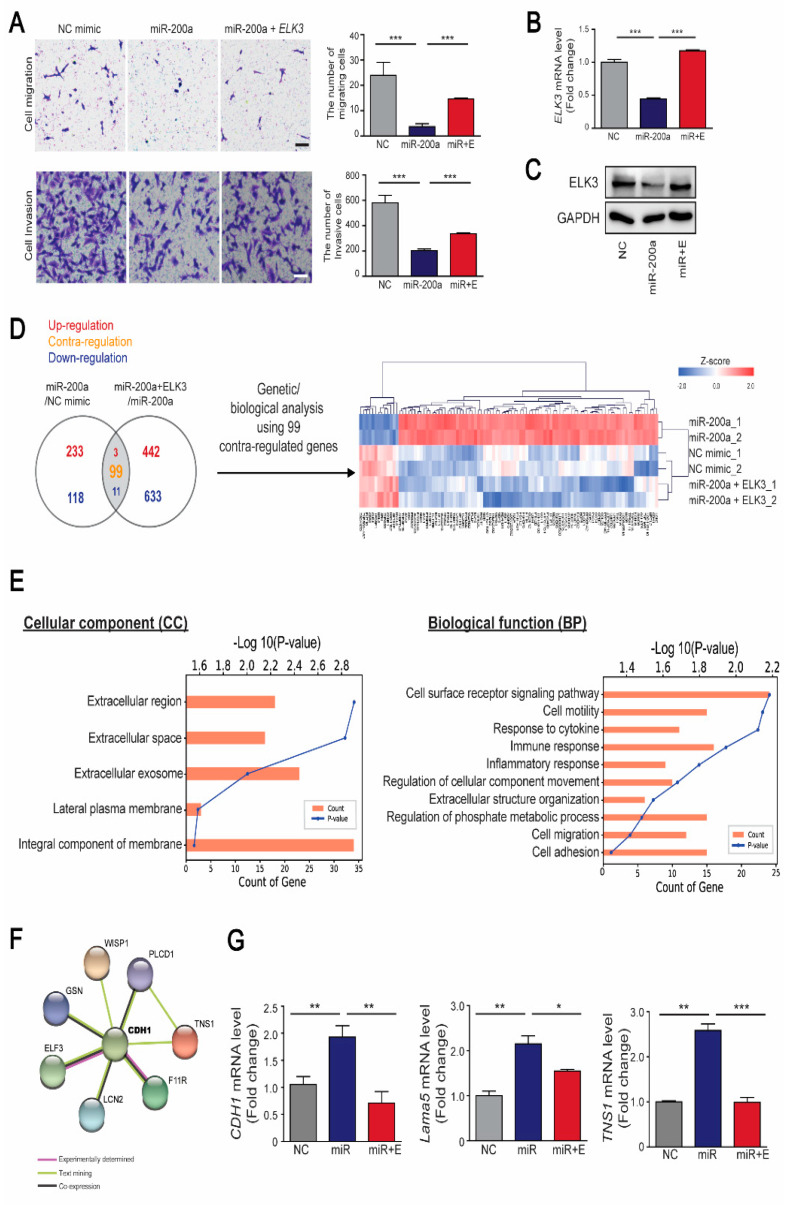
The miR-200a/*ELK3* axis regulates the invasion and migration of TNBC cells in vitro. (**A**) Representative images showing the cell migration and invasion of MDA-MB 231 cells expressing a negative control (NC) mimic, miR-200a (100 nM), or miR-200a (100 nM) plus pcDNA3.1-Flag-*ELK3* (30 ng). The graph indicates quantified cell migration and invasion. Migrating and invasive cells were counted in four randomly selected regions. Scale bars, 20μm. Error bars represent the S.E.M.; *** *p* < 0.001. (**B**) Quantitative analyses of *ELK3* mRNA levels following the indicated treatments. Error bars represent the S.E.M.; *** *p* < 0.001 (Student’s *t*-test). (**C**) The protein level of ELK3 in MDA-MB 231 cells expressing negative control (NC) mimic, miR-200a, or miR-200a plus pcDNA3.1-Flag-*ELK3*. (**D**) Venn diagram of differentially expressed genes (DEGs) in the following groups of MDA-MB 231 cells: those expressing miR-200a, those expressing the NC mimic, and those expressing miR-200a plus pcDNA3.1-Flag-*ELK3*. DEGs were selected based on a cut-off of *p*< 0.05, fold-change > 1.5, and normalized data > 3. A total of 113 DEGs were identified. Among them, 99 DEGs showed contra-regulated expression between the two groups that were compared. (**E**) Gene Ontology (GO) analysis of 99 DEGs represented by significantly enriched cellular component (left panel) and biological function (right panel). (**F**) STRING analysis showing protein–protein interaction of CDH1 and 7 proteins. (**G**) Quantitative analyses of *CDH1*, *Lama5*, and *TNS1* mRNA levels following the indicated treatments. Error bars represent the S.E.M.; * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 (Student’s *t*-test).

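The criteria of the paper (unadjusted p under 0.05, fold change over 1.5 and normalized data over 3) were applied to the edgeR comparisons. Normalized data was taken as the mean log2 normalized count of the 4 compared libraries, because the paper does not define it. For miR-200a against the NC mimic, 578 genes passed, 359 higher and 219 lower. For the libraries labelled miR-200a plus ELK3 against miR-200a, 2415 genes passed, 1179 higher and 1236 lower. Either comparison was passed by 2809 genes and both by 184. Of those that passed in a single comparison, 240 were higher and 154 lower in the first, and 1116 were higher and 1115 lower in the second. The balance in the second depended on the scaling. With upper-quartile normalization, 920 genes were higher and 1513 lower in the second comparison, and 869 and 1361 of these passed in it alone. Of the genes that passed in both comparisons, 13 were higher in both, 15 were lower in both, and the rest were contra-regulated. Among the contra-regulated genes, 106 were higher with miR-200a than with the NC mimic and lower in the libraries labelled miR-200a plus ELK3 than with miR-200a, and 50 changed in the opposite order. With an adjusted p under 0.05 in place of the unadjusted p, 9 genes were contra-regulated, the alternative that moved this number most. With the replicate number as a block, there were 148. Between the libraries labelled miR-200a plus ELK3 and the NC mimic, 16 of the contra-regulated genes had an unadjusted p under 0.05.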

**Figure 6:**
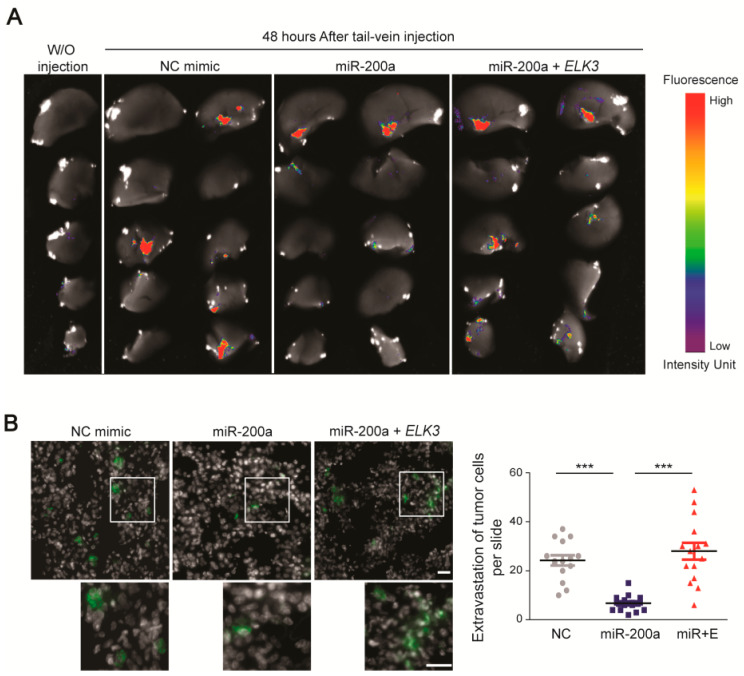
Functional link between miR-200a and *ELK3* regulates the lung extravasation of MDA-MB 231 cells in vivo. (**A**) Fluorescence optical images of the lung 48 h after tail vein injection of mice with control MDA-MB 231 GFP-luciferase cells or those expressing miR-200a alone or miR-200a plus pcDNA3.1-Flag-*ELK3*. “W/O injection” indicates negative control mice that did not receive a tail vein injection. (**B**) Immunofluorescence images of GFP, indicating extravasated tumor cells, in the lungs of mice injected via the tail vein as described for (a). The gray area indicates the nucleus. Scale bars, 20 μm. Extravasation of tumor cells was determined by counting the number of GFP-positive cells. Error bars represent the S.E.M.; *** *p* < 0.001 (Student’s *t*-test).

**Table 1:** Primer lists for qRT-PCR.

Gene	Forward Primer (5’ to 3’)	Reverse Primer (5’ to 3’)
*ELK3*	ACCCAAAGGCTTGGAAATCT	TGTATGCTGGAGAGCAGTGG
*ELK3*_bisulfite	GAGTGGGTAAAGTGTATTGGTGTT	AATCATTTCTTACCTAATCCTTCTCC
*ELK3*_5’UTR	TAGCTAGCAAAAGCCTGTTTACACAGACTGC	TAGCTAGCACCCAGATGTGGGGGAGT
*ELK3*_3’UTR	CTCGAGTGACGTCTGGCCACAATTAAG	GTCGACTTGGTTGAGATTTTTGCACAT
*ELK3*_3’UTR_Mut	TAAGAGTCATTAAGCAGACATAAAAGGGA	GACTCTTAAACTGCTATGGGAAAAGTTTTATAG
*BRF2*	CAGAAGTGGAGACCCGAGAG	CAGGGAGGGTTAGGGACACT
Endo_*ELK3*_CDS_3’UTR	TGATGACGTCTGGCCACAAT	GGTAAACTAGCCCGTGGGG
Exo_Flag_*ELK3*_CDS	TGATGTTCTTGTCATAATAGTATCGCAG	GATTACAAGGATGACGACGATAAGAA
*LAMA5_*	GGACTACATGGGTGTGTCTC	TTTCCTGGATCATCTGTCTC
*TNS1*	GGCTTAGAGCGAGAGAAGCA	CCCGTCCAGAGAAGAGAGTG
*CDH1*	ATGCAGAAACTGGCATCCTC	AGTCCTCGGACACTTCCACT
*ZEB1*	TGCACTGAGTGTGGAAAAGC	TGGTGATGCTGAAAGAGACG
*GAPDH*	GGGTGTGAACCATGAGAA	GTCTTCTGGGTGGCAGTGAT

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/5/1225/s1, Figure S1: Candidate miRNAs that regulate the *ELK3* mRNA level identified by bioinformatics analyses. (**a**) Screening of candidate miRNAs was performed using the TargetScan v7.2 and starBase v3.0 software packages. TargetScan predicted several candidate miRNAs. The starBase database was used to select candidate miRNAs with expression levels that were negatively associated with those of the *ELK3* mRNA. Eight miRNAs (miR-93-5p, miR-106–5p, miR-141–3p, miR-200a-3p, miR-200b-3p, miR-200c-3p, miR-429, and miR-454–3p) were selected for further analysis. (**b**) The candidate miRNAs were co-transfected into 293T cells with a pGL3/ELK3–3’UTR reporter plasmid, and luciferase activity was analyzed after transfection for 48 h. Error bars represent the S.E.M.; *** *p* < 0.001 (Student’s *t*-test); Figure S2: The miR-200a/*ELK3* axis regulates the invasion and migration in Hs578T cells. (**a**) Representative images showing the cell migration and invasion of Hs578T cells expressing a negative control (NC) mimic, miR-200a (100 nM), or miR-200a (100 nM) plus pcDNA3.1-Flag-*ELK3* (30 ng). The graph indicates quantified cell migration and invasion. Migrating and invasive cells were counted in four randomly selected regions. Scale bars, 20μm. Error bars represent the S.E.M.; * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. (**b**) Quantitative analyses of *ELK3* mRNA levels following the indicated treatments. Error bars represent the S.E.M.; *** *p* < 0.001 (Student’s *t*-test), Figure S3: The miR-200a/*ELK3* axis regulates *ZEB1* mRNA level. Quantitative analyses of *ZEB1* mRNA levels following the indicated treatments. Error bars represent the S.E.M.; * *p* < 0.05 (Student’s *t*-test).

# Supplementary material for: Functional Link between miR-200a and ELK3 Regulates the Metastatic Nature of Breast Cancer
**Source:** Cancers (Basel). 2020 May 13;12(5):1225. doi: 10.3390/cancers12051225
**Supplement:** Supplementary file 1

# A Functional Link Between miR-200a and ELK3 Regulates the Metastatic Nature of Breast Cancer

Hyung-Keun Kim, Joo Dong Park, Seung Hee Choi, Dong Jun Shin, Sohyun Hwang, Hae-Yun Jung and Kyung-Soon Park

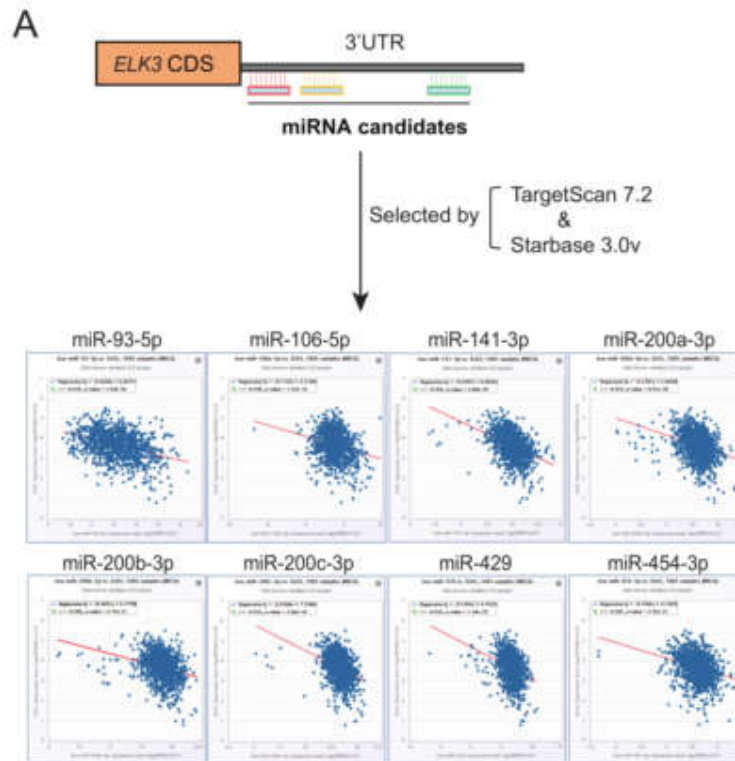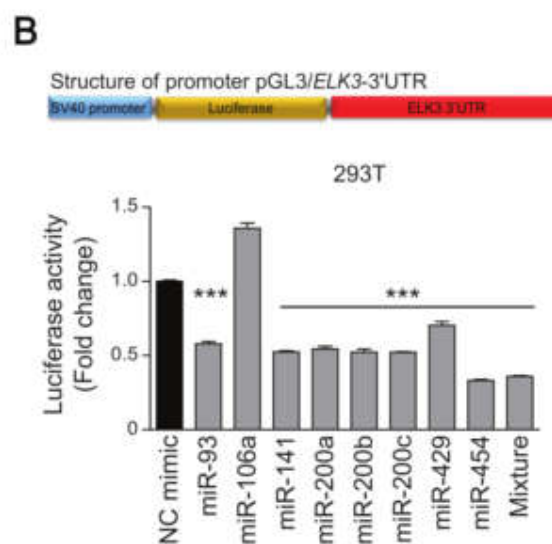

**Figure S1.** Candidate miRNAs that regulate the *ELK3* mRNA level identified by bioinformatics analyses. (a) Screening of candidate miRNAs was performed using the TargetScan v7.2 and starBase v3.0 software packages. TargetScan predicted several candidate miRNAs. The starBase database was used to select candidate miRNAs with expression levels that were negatively associated with those of the *ELK3* mRNA. Eight miRNAs (miR-93-5p, miR-106-5p, miR-141-3p, miR-200a-3p, miR-200b-3p, miR-200c-3p, miR-429, and miR-454-3p) were selected for further analysis. (b) The candidate miRNAs were co-transfected into 293T cells with a pGL3/*ELK3*-3'UTR reporter plasmid, and luciferase activity was analyzed after transfection for 48 h. Error bars represent the S.E.M.; \*\*\*P < 0.001 (Student's t-test).

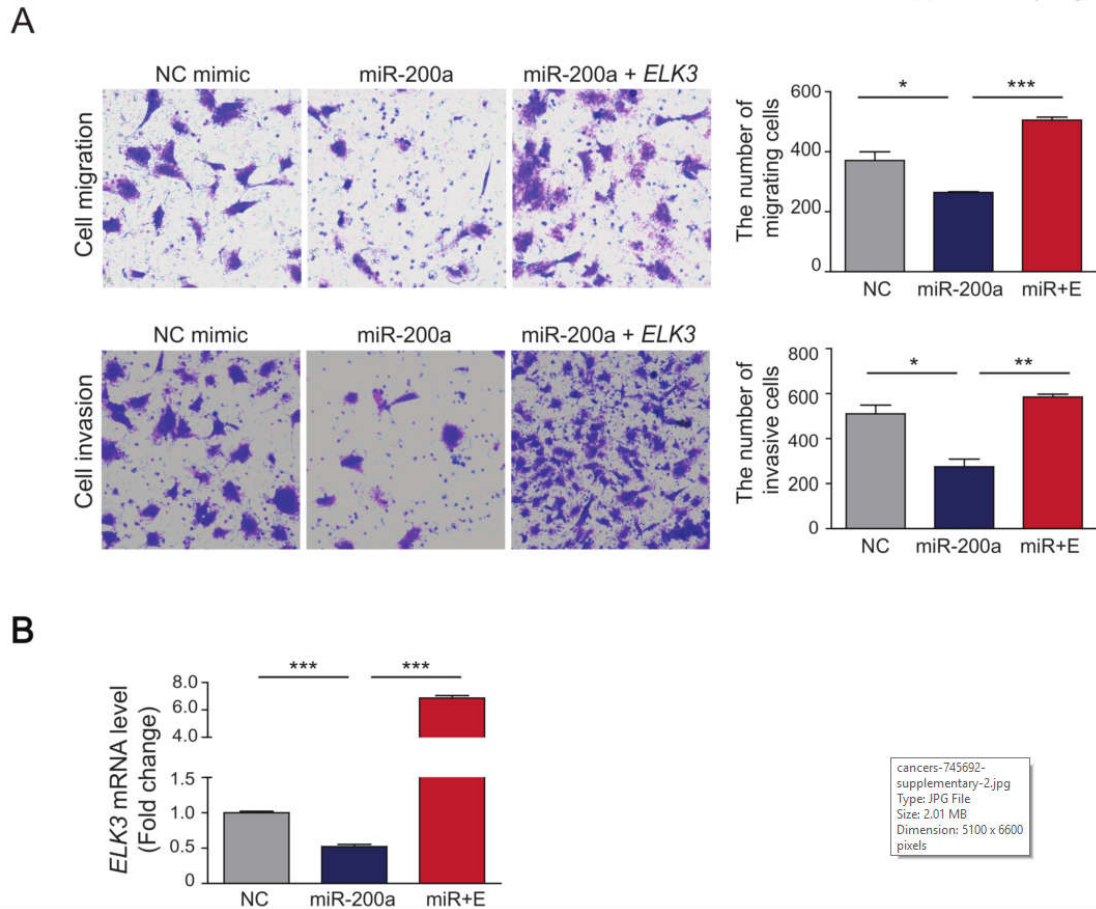

**Figure S2.** The miR-200a/*ELK3* axis regulates the invasion and migration in Hs578T cells. (a) Representative images showing the cell migration and invasion of Hs578T cells expressing a negative control (NC) mimic, miR-200a (100 nM), or miR-200a (100 nM) plus pcDNA3.1-Flag-*ELK3* (30 ng). The graph indicates quantified cell migration and invasion. Migrating and invasive cells were counted in four randomly selected regions. Scale bars, 20 $\mu$ m. Error bars represent the S.E.M.; \*P < 0.05, \*\*P < 0.01 and \*\*\*P < 0.001. (b) Quantitative analyses of *ELK3* mRNA levels following the indicated treatments. Error bars represent the S.E.M.; \*\*\*P < 0.001 (Student's t-test).

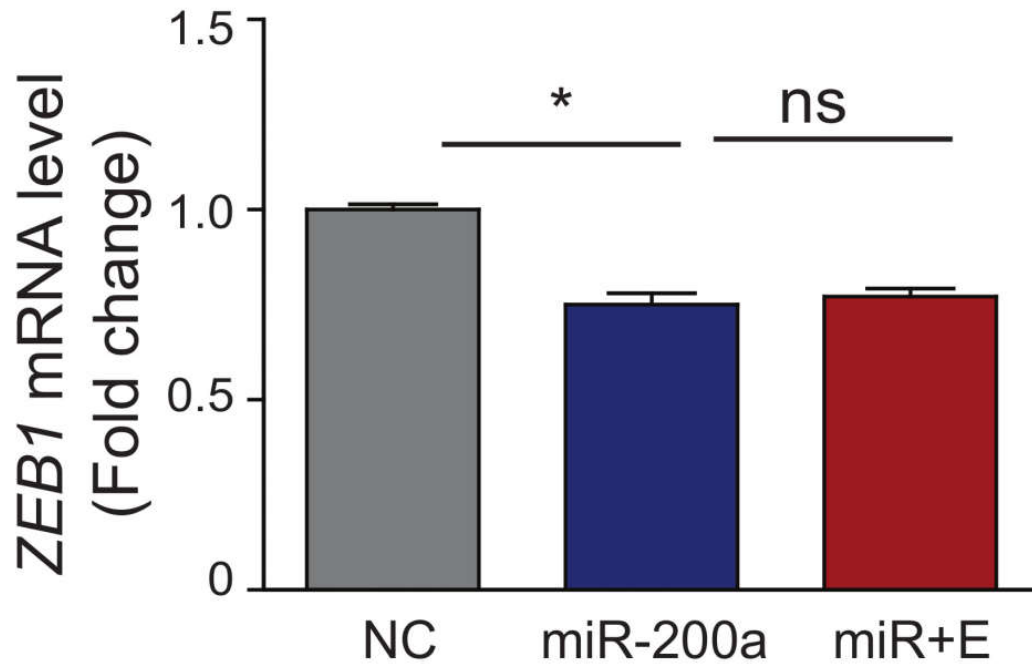

**Figure S3.** The miR-200a/*ELK3* axis regulates *ZEB1* mRNA level. Quantitative analyses of *ZEB1* mRNA levels following the indicated treatments. Error bars represent the S.E.M.; \* $P < 0.05$  (Student's t-test).

How the deposited data were processed for this re-analysis (not part of the article)

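RNA was measured in MDA-MB 231 cells 48 h after transfection with the NC mimic, the miR-200a mimic, or the miR-200a mimic and the ELK3 plasmid, with 2 libraries in each of the 3 groups. The authors deposited raw counts per gene symbol for each of the 6 libraries, made from QuantSeq 3′ mRNA libraries. The values are whole numbers that differ in their totals between libraries, so they had not been normalized. The paper names ExDEGA for the differential analysis, and neither the paper nor the sample labels name the aligner, the counting program, the genome build or the annotation. Each library lists 25737 lines and 24462 symbols, and the 286 symbols that are on several lines were summed. The groups were taken from the sample labels. The labels also give each library a replicate number, but neither they nor the paper say that replicates with the same number were handled together, so the number was used as a block in an alternative and not in the main comparison.

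Total counts per library had a median of 4444803 and a range of 3055915 to 4868004, and the 10 highest genes took 5.21% to 6.48% of them. The smallest value each library can show was taken as 3 counts, which is 0.661 and 0.982 CPM for the NC mimic, 0.629 and 0.616 for miR-200a, and 0.709 and 0.690 in the libraries labelled miR-200a plus ELK3. Where all libraries of a group were at or below 3 counts, the fold change was computed against the floor and is given as a lower bound. For CDH1 in the libraries labelled miR-200a plus ELK3, which stood at exactly 3 counts, the value is an estimate and not a bound. The reads have no molecular identifiers as far as the paper states, so these floors cover counting error only.

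The counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10, and the quasi-likelihood test with 3 residual degrees of freedom). The alternatives were DESeq2 1.42.0, no filter beyond a count in some library, at least 10 counts in each library, upper-quartile normalization, a model of only the 2 compared groups, a replicate block, and limma 3.58.1 on quantile-normalized log2(count + 1). In leave-one-out fits, each library was left out in turn. For the criteria of the paper, the alternatives also included an adjusted p under 0.05, a per-gene linear model without moderation, the abundance required in either group, no abundance threshold, and a fold change over 2. The genes reported by name are those the paper names in this experiment or discusses as targets, the 5 with the largest rise and the 5 with the largest fall in each comparison (adjusted p under 0.05, mean log2 CPM above 3, and no overlap between the groups), and the 5 contra-regulated genes with the smallest p-values.

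Gene sets were compared by limma's camera test with an inter-gene correlation of 0.01, and p-values were adjusted over the sets and comparisons together. The effect given is the mean log2 fold change of the set relative to that of the other tested genes. The sets were genes with a match to bases 2 to 8 of miR-200a or of miR-200b in the 3′UTR, and lists of interferon-stimulated genes and epithelial genes. Lists of immediate-early genes and of ribosome biogenesis genes were added after the comparisons had been seen. Gene positions and 3′UTRs came from GENCODE release 29 on GRCh38, in which 21851 symbols matched directly, 737 matched through an older symbol and 1874 did not match. The GC content of the last 500 bases of the transcript, available for 97.5% of the tested genes, was used for a lowess correction.

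The comparison was tested on simulated data of 12650 genes in which 200 had been changed, 196 of them tested. It recovered 59.8% of the genes changed 2-fold and 92.9% of those changed 4-fold, and 6.2% of its 160 calls were false. In a set of 300 genes shifted by -0.30 on the log2 scale, camera passed the threshold, and without the shift it did not. The simulated genes varied independently, so this does not test camera where genes are correlated. The shift was also larger than the -0.054 of the miR-200a site genes for miR-200a against the NC mimic, so shifts that small were not tested. GO terms and STRING networks are not used here, so neither the enrichment of GO terms nor the protein network was recomputed. The qRT-PCR, luciferase, invasion and animal data of the paper are not analysed here.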

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

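The tests of immediate-early genes, of ribosome biogenesis genes, of a single mislabelled library and of the genes that change with miR-200a were chosen only after the comparison of the libraries labelled miR-200a plus ELK3 with the NC mimic had been seen.

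The paper says that both groups were compared with the negative control, and the Venn diagram of Fig. 5D compares miR-200a with the NC mimic and miR-200a plus ELK3 with miR-200a. The direct comparison of the libraries labelled miR-200a plus ELK3 with the NC mimic, for which neither gives genes or numbers, held 1629 genes with an adjusted p under 0.05, against 34 for miR-200a against the NC mimic. With only the 2 compared groups in the model, it held 598, against 999 for miR-200a against the NC mimic. The RMS difference between replicates was 0.56 in the libraries labelled miR-200a plus ELK3, 0.40 for the NC mimic and 0.34 for miR-200a. An estimate of the spread shared by all 6 libraries therefore tends to favor the order of 1629 and 34. A correction for GC content left 1899 genes, so GC content does not account for the number. Mean library totals of the 2 groups had a ratio of 1.13, and the share of the 10 highest genes differed by 0.60 percentage points, too little for library size or a few dominant genes to explain it. Each library had a higher correlation across genes with the other library of its group than with any other library, by a margin of at least 0.0025. The correlations thus give no sign that a single label was exchanged, but a margin this small does not exclude it. An exchange of whole groups would leave the margin the same. If the libraries labelled miR-200a plus ELK3 had held no miR-200a mimic, genes with a miR-200a site would not have fallen in them against the NC mimic. These 2700 genes changed by -0.077 (adjusted p = 0.226, range over the alternatives 0.0202 to 0.420), lower in 2 of 2 libraries. Their change ranged from -0.113 to -0.041 over the leave-one-out fits, and they did not pass the threshold with miR-200a alone either. With 8mer sites only, they passed in both comparisons, at -0.151 here (adjusted p = 0.0202) and -0.085 with miR-200a, but genes with miR-200b 8mer sites, which the mimic does not target, changed by -0.084 here (adjusted p = 0.254), so the site genes by themselves leave this open. The genes that change with miR-200a go against it. Of the 34 genes with the smallest p for miR-200a against either NC mimic library, 30 changed in the same direction in the libraries labelled miR-200a plus ELK3 against the other NC mimic library, in both arrangements of these libraries, where a lack of the mimic would give about as many in each direction. A feature particular to both NC mimic libraries would give the same, and was not tested.

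If ELK3 had repressed genes through serum response elements, immediate-early genes would have fallen, and the 29 tested genes of that list changed by -0.97 relative to the others (adjusted p = 8.55e-10, range over the alternatives 3.19e-10 to 0.202), lower in 2 of 2 libraries. A change in growth state would raise ribosome biogenesis genes, and the 34 tested genes of that list rose by 0.66 (adjusted p = 5.89e-10, range over the alternatives 5.50e-10 to 0.188), higher in 2 of 2 libraries. Neither set passed the threshold when the correlation between genes was estimated from the libraries. Both values are consistent with their hypothesis, and they do not separate an effect of ELK3 from a difference in growth or handling between the cultures. ELK3 itself was not higher in these libraries, and no library with an empty plasmid was analysed here, so an effect of the plasmid as such was not tested. The comparison cannot be put down to biology on these data.

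Interferon-stimulated genes, which the paper does not discuss, rose by 0.33 relative to the other genes for miR-200a against the NC mimic (40 genes, adjusted p = 1.46e-06, range over the alternatives 2.81e-08 to 0.0885), higher in 2 of 2 libraries and in all but 7 of the genes. In the libraries labelled miR-200a plus ELK3, the list changed by -0.24 against miR-200a (adjusted p = 0.0263, range over the alternatives 0.0226 to 0.188) and by 0.09 against the NC mimic (adjusted p = 0.466, range over the alternatives 0.153 to 0.538). Over the leave-one-out fits, the value against the NC mimic ranged from 0.038 to 0.136. On genes with a mean log2 CPM above 3, the 2 values were -0.17 (adjusted p = 0.124) and 0.19 (adjusted p = 0.153), and the rise with miR-200a was 0.36. No plasmid is stated for the NC mimic or miR-200a libraries, so a response to plasmid DNA is not a candidate for the rise between them. In the libraries labelled miR-200a plus ELK3, such a response would have raised the list. There the list fell against miR-200a and did not pass the threshold against the NC mimic. The largest ratio of mean library totals between groups was 1.27, which TMM scaling corrects, and with limma on quantile-normalized values the rise was 0.33 as well. Over all tested genes of the list, the values in the libraries labelled miR-200a plus ELK3 go against a response to the miR-200a mimic alone, as these libraries received the same 100 nM. This holds only if neither the ELK3 plasmid nor another difference between the cultures reversed the response, which was not tested. On the more abundant genes, the fall against miR-200a did not pass the threshold, so the values decide less there. The dose of the NC mimic is not stated in the paper's text, so a difference in the amount of RNA between these groups was not tested, and it too would be seen in both groups with the mimic. The rise is left without an explanation.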

How the results depend on the processing

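The alternatives were chosen before the data were examined, except the crossed replicate block, the GC correction and its combination with the replicate block, which were chosen after seeing the data, as were the immediate-early and ribosome biogenesis lists and the distances with the replicate spread removed. Of 176 comparisons of 26 results with an alternative, 135 kept their direction and side of the threshold or moved little, 25 moved, 11 became weaker, 2 became stronger and 3 reversed. The cause was not tested except where a value is given for it.

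For miR-200a against the NC mimic, the 34 genes with an adjusted p under 0.05 became 87 with DESeq2, 230 without the filter, 999 with only the 2 compared groups in the model, 13 with the replicate block, 22 with the crossed replicate block, 59 with the GC correction, and 0 with limma on quantile-normalized values, which gave 1181 at an unadjusted p under 0.05. For the libraries labelled miR-200a plus ELK3 against miR-200a, the 1637 genes became 2490 without the filter, 579 with only the 2 groups and 109 with limma. Against the NC mimic, the 1629 genes became 2525, 598 and 378 under the same alternatives. When a library of the group outside the comparison was left out, the numbers ranged from 990 to 1001 for miR-200a against the NC mimic, from 566 to 573 for the libraries labelled miR-200a plus ELK3 against miR-200a, and from 593 to 596 against the NC mimic, as in the 2-group models, because a group of 1 library adds nothing to the estimate of the spread. With the replicate block and the GC correction together, the 3 comparisons gave 38, 1619 and 1536 genes. With upper-quartile normalization, 41.4% of the genes were higher in the libraries labelled miR-200a plus ELK3 than with miR-200a (622 higher, 882 lower), against 54.3% (889 and 748) with TMM, and 42.9% (677 and 902) were higher than with the NC mimic, against 53.8% (876 and 753), so the balance of rises and falls depends on the scaling.

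Under the criteria of the paper, the 578 genes of miR-200a against the NC mimic became 34 with the adjusted p, 355 with the linear model without moderation and 199 with a fold change over 2. The 2415 genes of the second comparison became 1377, 1093 and 867, and the 156 contra-regulated genes became 9, 55 and 56, and 100 with DESeq2. The odds ratio of the adhesion and matrix families, 3.50, was 6.96 with the adjusted p (p = 0.148, Fisher's exact test, range over the alternatives 0.00126 to 0.148). The value with the adjusted p rests on 1 family gene.

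The correlation of the 2 comparisons across genes, -0.26, was -0.103 and -0.104 with a different miR-200a library in each comparison, and from -0.353 to -0.198 over the leave-one-out fits. With the inter-gene correlation estimated, the differences stayed as they were and their adjusted p rose above the threshold for miR-200a against the NC mimic (interferon-stimulated 0.33, epithelial 0.72, ribosome biogenesis -0.15), for the libraries labelled miR-200a plus ELK3 against miR-200a (interferon-stimulated -0.24, epithelial -0.54, immediate-early -0.96, ribosome biogenesis 0.81) and for these against the NC mimic (immediate-early -0.97, ribosome biogenesis 0.66). On genes with a mean log2 CPM above 3, the interferon-stimulated genes fell by 0.17 against miR-200a and no longer passed. With 8mer sites only, the miR-200a site genes passed, at -0.085 with miR-200a and -0.151 in the libraries labelled miR-200a plus ELK3, both against the NC mimic. With all sites, the difference of the miR-200a site genes between these libraries and miR-200a, -0.023, ranged from -0.059 to 0.013 over the leave-one-out fits. Reversals among the alternatives were near 0: for miR-200a against the NC mimic, the miR-200b site genes (0.008) and immediate-early genes (0.017) with a mean log2 CPM above 3, and the immediate-early genes with limma (0.004). The leave-one-out fits are not in the tally. In them, the miR-200b site genes of the libraries labelled miR-200a plus ELK3 also changed sign. They ranged from -0.114 to 0.012 against the NC mimic (-0.051 with all libraries) and from -0.102 to 0.024 against miR-200a (-0.039 with all libraries).

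Of 600 comparisons of the 120 values of named genes, 519 were unchanged in direction and side of the threshold, 64 became weaker and 15 stronger. The reversals were GAPDH with limma (0.12, libraries labelled miR-200a plus ELK3 against the NC mimic) and ZEB2 with upper-quartile normalization (-0.003, against miR-200a). The leave-one-out fits are not in this tally, and of their 480 values 96 moved. Some changed sign, such as GAPDH (-0.045 to 0.22) and GAB1 (-0.058 to 0.517) for miR-200a against the NC mimic. ZEB1 (-0.006 to 0.361) and ZEB2 (-0.241 to 0.287) did so for the libraries labelled miR-200a plus ELK3 against miR-200a. Genes near 3 counts, such as CDH1 and WISP1, have fold changes measured only against the floor at this depth.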

Differences from the paper's values

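The paper's number of genes passing its criteria in either comparison is 1539, and the number here was 2809. Of the 12 alternatives set before the data were examined, the gap closed to within 1.5 times the paper's value with DESeq2 (2285), an adjusted p under 0.05 (1399) and the per-gene linear model without moderation (1380), and it stayed open with the other 9.

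The paper's number of genes passing in both comparisons is 113, and the number here was 184. With DESeq2 it was 121 and with at least 10 counts in each library 158, and the gap stayed open with the other 10 alternatives. The paper's number of contra-regulated genes is 99, and the number here was 156. With DESeq2 it was 100, with at least 10 counts in each library 135 and with the replicate block 148, and the gap stayed open with the other 9.

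For genes higher in the second comparison only, the paper shows about 440 in Fig. 5D, read by eye, and the number here was 1116. It was 495 with the per-gene linear model without moderation, and the gap stayed open with the other 11 alternatives. For genes lower in the second comparison only, the paper shows about 630 in Fig. 5D, read by eye, and the number here was 1115. It was 655 with the adjusted p, 530 with the linear model and 523 with a fold change over 2, and the gap stayed open with the other 9. For genes higher in both comparisons, the paper shows about 3 in Fig. 5D, read by eye, and the number here was 13. It was 4 with the linear model and 3 with a fold change over 2, and the gap stayed open with the other 10.

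The paper places CDH1, GSN, PLCD1 and WISP1 of Fig. 5F among its contra-regulated genes, and none of them was contra-regulated here with the main settings. CDH1 was with the abundance required in either group and with no abundance threshold. GSN was with no filter, and PLCD1 with only the 2 compared groups in the model, with limma and with the linear model. WISP1 was not contra-regulated under any of the 12 alternatives. The paper states from qRT-PCR that CDH1, LAMA5 and TNS1 are regulated by miR-200a and ELK3. In the counts, TNS1 was contra-regulated with the main settings, though not with every alternative. LAMA5 was not with the main settings. It was with DESeq2, with no filter, with at least 10 counts in each library, with upper-quartile normalization and with limma on quantile-normalized values.

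The paper states that the negative control group and the group with ELK3 added were alike in their expression and the miR-200a group apart. Over all tested genes, the mean RMS log2 difference here was 0.68 between the NC mimic and the libraries labelled miR-200a plus ELK3 and 0.45 between the NC mimic and miR-200a, and over the contra-regulated genes it was 0.61 and 1.16. By the number of genes with an adjusted p under 0.05, the NC mimic was farther from the libraries labelled miR-200a plus ELK3 (1629) than from miR-200a (34), and in the models of only the 2 compared groups it was nearer to them (598 against 999). With the replicate spread removed from the differences, a measure chosen after seeing the values, these were 0.48 and 0.26. For ELK3, the paper states from qRT-PCR that co-transfection brought its mRNA back to the control level, and in the counts ELK3 had a log2 fold change of -0.79 in the libraries labelled miR-200a plus ELK3 against the NC mimic (adjusted p = 0.0117, range over the alternatives 0.00222 to 0.0678). The counts come from 3′ ends, the plasmid holds the coding region of ELK3 without its 3′UTR, and the qRT-PCR primers named ELK3 lie upstream of the 3′UTR, so the values need not measure the same transcripts, and whether the counts include the plasmid transcript is not known.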

Other observations

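The simulation with every estimated change dealt at random, the test of the region on chromosome 15 and the distances with the replicate spread removed were chosen only after the results were seen.

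Contra-regulated genes (156) outnumbered genes changed the same way in both comparisons (28). Both comparisons use the miR-200a libraries, and an error in these moves the comparisons in opposite directions. In a contra-regulated gene, miR-200a lies above or below both other groups. By the same criteria, the NC mimic lay above or below both other groups in 218 genes and between them in 11. The 218 genes thus changed in the same direction against the NC mimic in both other groups. For the libraries labelled miR-200a plus ELK3 as the shared group, the numbers were 1500 and 3. An excess of genes in which the shared group lies outermost is thus not particular to miR-200a. In 20 simulations with no difference between groups, at most 66 genes were contra-regulated, so sampling error alone does not give 156. With the changes past the threshold dealt to genes at random, at most 81 were contra-regulated (4 to 16 the same way), and with every estimated change dealt at random, at least 326 were (112 to 155 the same way). The first of these leaves out smaller changes and the second counts estimation error as change, so the number observed cannot be told apart from unrelated changes in the 2 comparisons. The correlation of the 2 comparisons across genes, which are not independent replicates, was -0.26, and it was -0.103 with a different miR-200a library in each comparison. With a single miR-200a library used in both comparisons, it was -0.353 and -0.343, so at equal precision the sharing of the library made it more negative. The shared libraries thus account for a part of the negative correlation, and the value that remains without sharing was not explained.

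Genes with a miR-200a site in the 3′UTR changed by -0.054 relative to the others with miR-200a (2700 genes, adjusted p = 0.215, range over the alternatives 0.0215 to 0.420), lower in 2 of 2 libraries, and those with an 8mer site by -0.085 (adjusted p = 0.0215). Genes with a miR-200b site, whose seed differs, changed by -0.012 (1424 genes, adjusted p = 0.967, range over the alternatives 0.745 to 0.992). With 8mer sites only, the miR-200b genes changed by 0 (adjusted p = 0.915). In the libraries labelled miR-200a plus ELK3 against the NC mimic, the miR-200a 8mer genes changed by -0.151 (adjusted p = 0.0202) and the miR-200b 8mer genes by -0.084 (adjusted p = 0.254). The 8mer sites are themselves an alternative to all sites, and in this comparison the adjusted p over the alternatives to all sites ranged from 0.0202 to 0.420 for miR-200a and from 0.254 to 0.707 for miR-200b. A general property of genes with long 3′UTRs is thus not set aside by the 8mer sites. With all sites, the miR-200a site genes did not pass the threshold, and the difference between the sets was not tested.

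Epithelial genes rose by 0.72 relative to the others for miR-200a against the NC mimic (30 genes, adjusted p = 4.56e-13, range over the alternatives 1.73e-12 to 0.0583), higher in 2 of 2 libraries. They changed by -0.54 in the libraries labelled miR-200a plus ELK3 against miR-200a (adjusted p = 3.34e-05, range over the alternatives 1.85e-05 to 0.0948), and by 0.18 against the NC mimic (adjusted p = 0.296, range over the alternatives 0.164 to 0.420).

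The paper measured ZEB1 by qRT-PCR, and in the counts ZEB1 had a log2 fold change of -0.44 (adjusted p = 0.426, range over the alternatives 0.00618 to 0.917) for miR-200a against the NC mimic and 0.21 (adjusted p = 0.414, range over the alternatives 0.474 to 0.683) for the libraries labelled miR-200a plus ELK3 against miR-200a. The fall of ZEB1 with miR-200a passed the threshold with only the 2 compared groups in the model. For miR-200a against the NC mimic, ZEB2 changed by -0.85 (adjusted p = 0.511, range 0.172 to 1), YAP1 by -0.28 (adjusted p = 0.618, range 0.110 to 1), GAB1 by 0.26 (adjusted p = 0.928, range 0.822 to 1) and EPHA2 by -0.26 (adjusted p = 0.936, range 0.127 to 1). LAMA5, also measured by qRT-PCR in the paper, changed by 0.81 (adjusted p = 0.0715, range over the alternatives 2.48e-06 to 0.277) for miR-200a against the NC mimic and by -0.58 (adjusted p = 0.0305, range over the alternatives 0.0206 to 0.0871) for the libraries labelled miR-200a plus ELK3 against miR-200a. It fell just short of the required fold change in the second comparison, and it overlaps ADRM1 and LAMA5-AS1, so its counts are uncertain. EPHA2 had 670 and 124 counts in the libraries labelled miR-200a plus ELK3, and its log2 fold change against miR-200a ranged from -2.32 to 0.08 over the leave-one-out fits. GAPDH, the reference gene of the qRT-PCR, changed by 0.08 (adjusted p = 0.907) with miR-200a and by -0.06 (adjusted p = 0.760) in the libraries labelled miR-200a plus ELK3, both against the NC mimic.

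Among the genes chosen by the rule for named genes, LTB rose by 3.12 (adjusted p = 0.00173) with miR-200a and by 4.04 (adjusted p = 6.7e-05) in the libraries labelled miR-200a plus ELK3, both against the NC mimic. For the libraries labelled miR-200a plus ELK3 against miR-200a, the largest falls by this rule were GDF15 (-2.95), TSPAN18 (-2.95), TP53I11 (-2.84), C10orf10 (-2.72) and CYP1B1 (-2.64). TSPAN18 and TP53I11 overlap each other in the annotation, so the counts of one could include reads of the other. Of the 2295 overlapping pairs of tested genes, 34 had counts within 5% of each other. Of the 27 genes higher with miR-200a, 22 were also higher in the libraries labelled miR-200a plus ELK3, against the NC mimic, at an adjusted p under 0.05. Both comparisons use the same NC mimic libraries, and an error in these would raise this number, so it is no separate evidence of a shared change. No biological explanation was tested for these genes.

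PSMA4 (-1.22, adjusted p = 0.00504) and MORF4L1 (-0.93, adjusted p = 0.0288), among the largest falls with miR-200a, lie 258068 bases apart on chromosome 15. Both genes hold a match to the miR-200a seed in the 3′UTR, as 2700 of the tested genes do, and direct targeting of them was not tested. A copy number difference of that region would lower its other genes too. The 10 other tested genes within 1 Mb had a median log2 fold change of -0.12, and 17.3% of 12128 such windows were as low, so a copy number difference is unlikely to explain the falls. MORF4L1 overlaps ADAMTS7 in the annotation, and with the replicate block the adjusted p of its fall was 0.0705.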
